A study of Mus musculus with 48 samples.

How the data were processed

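The series measured RNA by sequencing in 2 tissues of male mice carrying floxed alleles of Nr1d1 and Nr1d2, the genes of the nuclear receptors REV-ERBα and REV-ERBβ. Mice received a virus that expressed either green fluorescent protein (Control) or Cre recombinase (HepDKO) from a hepatocyte promoter, so that deletion was directed at hepatocytes and not at the tissues sequenced. The tissues were micropunches of the arcuate nucleus of the hypothalamus and left nodose ganglia, which hold the cell bodies of vagal sensory neurons. They were taken at zeitgeber time (ZT, hours after lights on) 4, 10, 16 and 22. Each library was a pool of tissue from several mice, with 3 libraries in each of 16 groups (2 tissues, 2 genotypes, 4 time points) and 48 libraries in all. Arcuate and nodose libraries were prepared in different ways per the labels, so tissue and preparation cannot be told apart.

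The deposited values are raw counts per gene symbol, 25229 symbols in 1 table with a column for each library. The aligner, the counting tool, the genome build and the annotation that the authors used are not stated, so no coordinates are given. Of the symbols, 24366 matched the GENCODE reference names and 25031 the RefSeq names that were used here for checking symbols. All values were whole numbers, no column lacked a sample (0 unmatched columns) and no library repeated another of its own group: the smallest chi-square per degree of freedom between replicates, over genes with at least 20 counts, was 2.89 in arcuate and 8.12 in nodose among 24 replicate pairs in each.

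Arcuate libraries held from 15483922 to 20399718 counts (median 17324244), and nodose libraries held from 1813994 to 10422914 (median 6641665). For shares of counts in single libraries, 95% Wilson binomial intervals are given, and the smallest share a library can show was taken as 3 counts of its total, which is 0.000165% in the shallowest nodose library. Intervals and floors cover counting error only.

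Each tissue was fitted alone with edgeR 4.0.16 (limma 3.58.1, R 4.3.3): genes were filtered with filterByExpr on the groups, library sizes were scaled with TMM factors, and the robust quasi-likelihood fit had 1 mean for each of the 8 groups of genotype and time point. This left 16102 arcuate and 14867 nodose genes. Contrasts were HepDKO minus Control as a mean over the 4 time points and at each time point, a 24-h rhythm within each genotype (a test with 2 degrees of freedom on ZT4 minus ZT16 and ZT10 minus ZT22), and the difference of that rhythm between genotypes. A fit over all 48 libraries and 17478 genes tested the difference between tissues in the overall genotype effect. These made 17 tests across all genes, each with Benjamini-Hochberg adjustment and a threshold of 0.05. Amplitude is the 24-h component on the log2 scale, from mean to peak, and peak times are in ZT hours. The 4 times lie 6 h apart, which limits the shape of a rhythm that can be seen. A test of the difference between tissues in the 24-h rhythm, averaged over genotypes with each tissue's own spread, was added after seeing the data.

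The genes named were Nr1d1 and Nr1d2 in every comparison, members of gene lists written before the data were examined, and for each test up to 3 genes with the lowest adjusted p under 0.05, or the gene with the lowest p where no gene passed. Other genes are said to have been chosen after their values were seen. Permutation tests of group differences used 1e+05 resamples, with genotype permuted within time points (two-sided) or time within genotypes (on a sum of squares between times). Those of correlations were two-sided with as many resamples. They permuted 1 variable over all 24 libraries of a tissue, so they take no account of genotype or time. The test of replicate number 3 in nodose was exact over 729 arrangements.

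The test was tried on simulated data before use: counts were drawn for the real genes at the real means and library sizes with 3 separate sets of 200 genes changed in HepDKO, 1 at all time points, 1 at ZT4 alone and 1 as a 24-h rhythm. In each set 100 genes changed 1.5-fold and 100 changed 2-fold, as peak over trough for the rhythm, and recovery is given for the set made for each test. In arcuate, among 15970 genes, 97% of the 1.5-fold and 99% of the 2-fold changes in the overall genotype effect were recovered, and 75% and 93% at ZT4. In nodose, among 14674 genes, these were 69% and 85% overall and 11% and 54% at ZT4. For the rhythm in HepDKO, 67% and 93% were recovered in arcuate and 7% and 35% in nodose. For the difference in rhythm between genotypes, 48% and 72% were recovered in arcuate and 0% and 5% in nodose. For the tissue difference in overall genotype effect, 68.8% and 88.3% were recovered among 13941 genes, with 27 false calls of 345. For the tissue difference in rhythm, 59% of the genes with a 2-fold and 90% of those with a 4-fold peak-to-trough change were recovered among 13754 genes, with 5 false calls of 154.

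Alternatives chosen before the data were examined were DESeq2 1.42.0, RLE factors, no filter on low counts, 1 surrogate variable (sva 3.50.0), a replicate block by replicate number, an additive model, fits to only the libraries compared, tests of any time or interaction effect, adjustment over rhythmic genes alone, and leaving out each library in turn. Alternatives chosen after seeing the data were leaving out Rn45s, Lars2 and Mir6236, marker scores of muscle and adipose tissue as covariates in nodose, and each alternative of the added rhythm test. No library was left out of the main results. A listed set of marker genes is not reported here. Food intake, liver and other measurements of the study were not used here.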

Results

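Nr1d1 and Nr1d2 were measured in both tissues of each genotype, since the deletion was directed at hepatocytes. In arcuate Control libraries, Nr1d1 had 55.5 ± 5.75, 55.1 ± 1.67, 38.3 ± 5.18 and 39.0 ± 2.17 CPM (read counts scaled to library size; mean ± SD, n = 3 pooled libraries) at ZT4, ZT10, ZT16 and ZT22. The arcuate HepDKO libraries had 61.4 ± 5.56, 59.0 ± 3.23, 39.7 ± 1.36 and 37.9 ± 1.74. In nodose, Control libraries had 90.4 ± 35.4, 93.6 ± 11.7, 17.2 ± 1.98 and 19.2 ± 6.66 CPM of Nr1d1, and HepDKO libraries had 107 ± 26.7, 99.5 ± 27.4, 14.7 ± 3.29 and 21.2 ± 4.63. Nr1d2 in arcuate was 123 ± 9.06, 147 ± 8.58, 116 ± 12.7 and 110 ± 13.3 CPM in Control and 119 ± 21.7, 137 ± 5.17, 119 ± 9.27 and 100 ± 2.62 in HepDKO. In nodose, Nr1d2 was 121 ± 48, 240 ± 41, 106 ± 31.8 and 44.4 ± 8.44 in Control and 135 ± 44.6, 233 ± 25, 115 ± 24.9 and 45.6 ± 7.24 in HepDKO. Averaged over time points, the log2 fold change of HepDKO over Control in arcuate was 0.06 (SE 0.0433, adjusted p 0.673) for Nr1d1 and -0.07 (SE 0.0511, adjusted p 0.698) for Nr1d2 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In nodose it was 0.06 (SE 0.141) for Nr1d1 and 0.07 (SE 0.133) for Nr1d2, each with an adjusted p of 1 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The nodose directions of both genes changed when muscle and adipose marker scores were added as covariates (-0.06 and -0.05). The difference between tissues in the overall genotype effect was -0.01 (SE 0.151) for Nr1d1 and 0.13 (SE 0.15) for Nr1d2.

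The nodose libraries held few transcripts of neurons. Of 22 listed receptors and peptides of vagal sensory neurons, 7 could be tested. Snap25, a general neuron gene chosen after its values were seen, had a median of 6.7 CPM in nodose and 953 in arcuate. Slc17a6, chosen the same way, had 0.15 and 308. The 5 listed skeletal muscle genes took from 0.407% (95% Wilson interval 0.4001% to 0.415%) to 5.83% (5.81% to 5.85%) of nodose counts, with a median of 2.72%. The 5 Schwann cell genes took from 0.708% (0.702% to 0.715%) to 2.19% (2.18% to 2.20%), with a median of 1.13%. The first principal component of the nodose libraries followed the muscle score across the 24 libraries (Pearson r 0.966, Spearman rho 0.961, permutation p for each 1e-05, the smallest the permutations can give, and 5e-05 after adjustment over 5 relations). Without the 2 libraries farthest from the median muscle score r was 0.954, and within Control and HepDKO it was 0.977 and 0.89. The muscle score did not differ between genotypes beyond the spread of libraries (mean log2 CPM 11.5 ± 1.19 in Control and 12.0 ± 0.405 in HepDKO, n = 12 each, permutation p 0.2). Every nodose result below was measured in libraries of this composition.

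**Figure D1:**
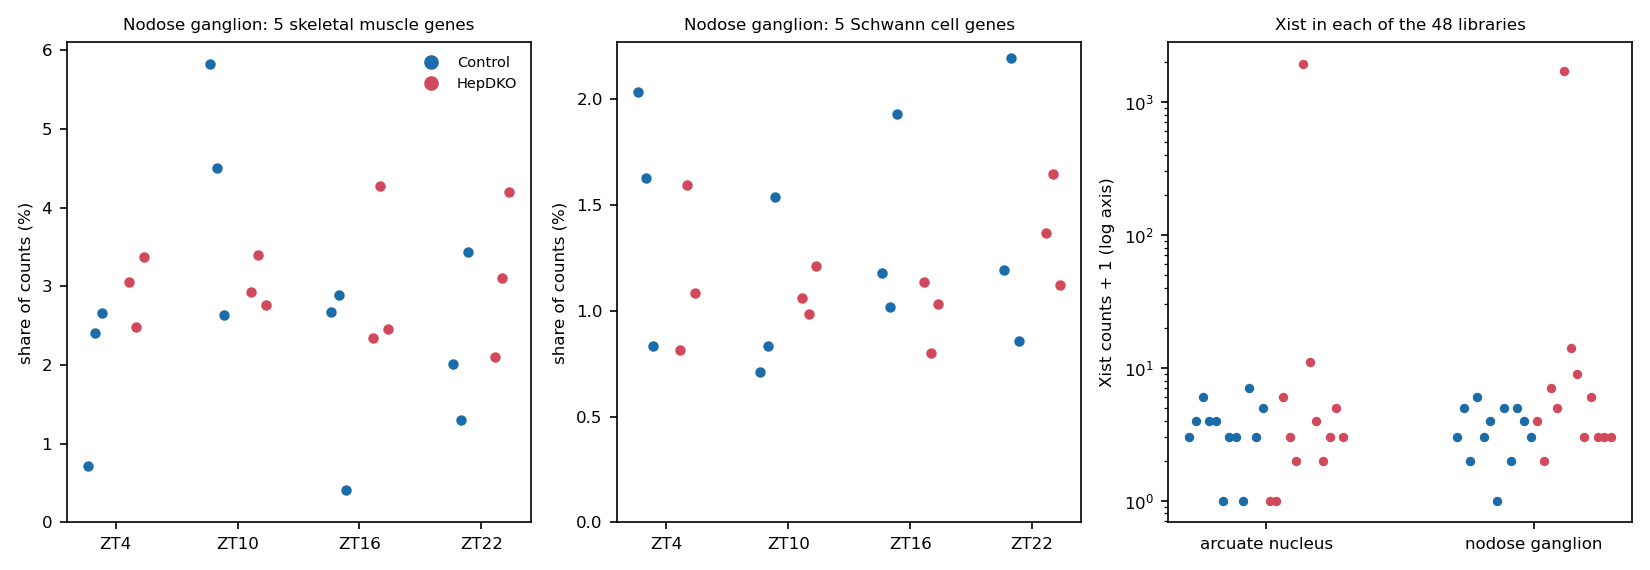
Share of counts (%) of the 5 skeletal muscle genes and the 5 Schwann cell genes in each nodose library by time point, and Xist counts plus 1 (log axis) in each of the 48 libraries, with Control and HepDKO in separate colours and 1 point per library. The muscle share runs from 0.407% to 5.83%, and Xist has 1914 counts in 1 arcuate and 1694 counts in 1 nodose HepDKO library.

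The labels give male mice. Xist, which is expressed from the inactive X chromosome of females, had 1914 counts in arcuate HepDKO ZT10 replicate 3 (0.012% of counts, 95% Wilson interval 0.0114% to 0.0125%), where the next highest of the other 23 arcuate libraries had 10. In nodose HepDKO ZT10 replicate 2 it had 1694 counts (0.0235%, 0.0224% to 0.0246%), and the next highest had 13. Both libraries were kept in the groups that the labels give.

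Genotype effects were first tested as a mean over the 4 time points. In arcuate, 0 of 16102 genes had an adjusted p under 0.05, and 1387 had an unadjusted p under 0.05 where 805 would be given by chance. The gene with the lowest p was Mir6236 (log2 fold change 0.89, SE 0.142, adjusted p 0.0796 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Mir6236 lies among the symbols whose counts can follow ribosomal RNA, and its Pearson r with the ribosomal precursor Rn45s across the 24 arcuate libraries was 0.337 (permutation p 0.109, adjusted 0.109; Spearman rho 0.36, permutation p 0.0853, adjusted 0.107). This r was 0.595 without the 2 farthest libraries, 0.857 within Control and 0.526 within HepDKO. The alternative that moved the arcuate count most was DESeq2, with 23 genes. In nodose, 0 of 14867 genes passed for the same effect, and 497 had an unadjusted p under 0.05 where 743 would be given by chance. Pax7 had the lowest p (log2 fold change 1.74, SE 0.314, adjusted p 0.217 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its level rose with the muscle score (Pearson r 0.533, permutation p 0.00975, adjusted 0.0122; Spearman rho 0.634, permutation p 0.00098, adjusted 0.00163). That r was 0.485 without the 2 farthest libraries, 0.474 within Control and 0.783 within HepDKO. In Control, Pax7 had 0.12, 0.32 and 0 CPM at ZT16 and 0.33, 0 and 0.25 at ZT22, at or under the floor of 3 counts. At ZT10 the genotypes overlapped, with 1.46, 1.95 and 0.70 CPM in Control and 1.59, 1.71 and 1.35 in HepDKO. The Pax7 fold change rests in part on the low Control counts. DESeq2 moved the nodose count most, to 3 genes.

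At single time points 0 genes passed in either tissue. In arcuate, the genes with an unadjusted p under 0.05 numbered 1922 at ZT4, 377 at ZT10, 440 at ZT16 and 599 at ZT22. The ZT4 number fell to 779 without HepDKO ZT4 replicate 3. In nodose they numbered 351, 304, 734 and 781 in the same order, where 743 would be given by chance. The genes with the lowest p in arcuate were Atp5k at ZT4 (log2 fold change 0.47, SE 0.089), Magohb at ZT10 (0.64, SE 0.174), Rbbp8 at ZT16 (-0.71, SE 0.146) and Ramp2 at ZT22 (-0.58, SE 0.122). Their adjusted p values by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 0.255, 0.999, 0.752 and 0.734. In nodose they were Il18r1 at ZT4 (1.90, SE 0.46), Tvp23a at ZT10 (1.27, SE 0.262), Eya2 at ZT16 (-0.73, SE 0.15) and Bst2 at ZT22 (1.18, SE 0.269), with adjusted p values by the same edgeR test of 1, 0.998, 0.74 and 0.877. Nodose HepDKO ZT22 replicate 3 stood apart from replicates 1 and 2 (chi-square per degree of freedom 92.4 and 54.8, against 12.2 between those). Bst2 had 14.3 CPM in it, against 7.87 and 7.26 in replicates 1 and 2. Without this library the Bst2 value was 0.81, and 407 genes had an unadjusted p under 0.05 at ZT22 in nodose. The largest change under an alternative was at ZT4 in arcuate, where DESeq2 gave 21 genes. The effect on the tissues was also compared directly: 0 of 17478 genes differed between tissues in the overall genotype effect, 827 had an unadjusted p under 0.05, and Cpne7 had the lowest p (difference in log2 fold change -0.82, SE 0.165, adjusted p 0.104 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave 12 genes for this comparison.

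Among the 18 genes of arcuate feeding circuits listed in advance, 0 passed in any of the 8 arcuate tests over all genes, and 0 passed when p was adjusted over the list alone. The smallest list-adjusted p for a genotype effect was 0.0806, for Cartpt at ZT22, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and its unadjusted p was 0.00689. The overall log2 fold change was 0.06 (SE 0.1) for Agrp, 0.02 (SE 0.0915) for Npy and -0.14 (SE 0.138) for Pomc, with adjusted p values by edgeR's quasi-likelihood test of 0.857, 0.969 and 0.775. Among the 7 vagal genes tested in nodose, 0 passed over all genes. These libraries held few transcripts of neurons (Slc17a6 at a median of 0.15 CPM). Which cells the listed transcripts came from is not known, so these tests do not decide whether vagal neurons changed. Adjusted over the list alone, Trpv1 passed at ZT4 (log2 fold change 1.66, SE 0.522, list-adjusted p 0.0302 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Trpv1 also passed over the list for the difference in rhythm between genotypes (amplitude of the difference 1.198, SE 0.331, list-adjusted p 0.0412 by the same edgeR test). In the nodose Control rhythm, Trpv1 and Piezo2 passed over the list, with a smallest list-adjusted p of 0.0471 by the same edgeR test. The nodose Control ZT4 libraries had only 0.49, 0.40 and 0.83 CPM of Trpv1, near or under the floor of 3 counts. The nodose HepDKO ZT4 libraries had 1.15, 1.55 and 3.07 CPM. The last of these, in replicate 3, was the highest of all nodose libraries, and clock genes placed that library later than its label. The Trpv1 values above rest in part on these low counts and on that library. Of the listed immediate early genes, 0 passed over all genes for a genotype effect, a rhythm within 1 genotype or a genotype difference in rhythm. Over the list alone, 1 and 5 had an arcuate rhythm in Control and HepDKO and 1 and 3 a nodose rhythm. For the tissue difference in rhythm, added after seeing the data, Nr4a3 passed over all genes. Its adjusted p was 0.0461 by an F test on edgeR's fits with Benjamini-Hochberg adjustment. Averaged over genotypes, its rhythm also passed in each tissue.

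Rhythms over 24 h were found in both tissues of both genotypes. In arcuate, 42 of 16102 genes passed in Control and 61 in HepDKO, with 1245 and 2797 at an unadjusted p under 0.05. Leaving out Control ZT4 replicate 3 moved the Control count most by ratio, to 11 genes, and DESeq2 moved the HepDKO count most, to 380. The lowest p values in Control were those of Dbp (amplitude 0.61, SE 0.0654, peak ZT8.50, adjusted p 0.000147), Ifit3 (0.61, SE 0.0704, peak ZT12.0, adjusted p 0.000163) and Nr1d1 (0.36, SE 0.0435, peak ZT6.87, adjusted p 0.000163) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. How reads were divided between Ifit3 and its near-identical copy Ifit3b is not stated. In HepDKO they were those of Nr1d1 (0.45, SE 0.0433, peak ZT7.03, adjusted p 8.84e-06), Dbp (0.64, SE 0.065, peak ZT8.48, adjusted p 2.52e-05) and Per2 (0.32, SE 0.038, peak ZT13.4, adjusted p 0.000164) by the same edgeR test. Nr1d2 had an arcuate amplitude of 0.21 in Control (adjusted p 0.198 by edgeR's test) and 0.22 in HepDKO (adjusted p 0.0929).

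In nodose, 36 of 14867 genes passed in Control and 18 in HepDKO, with 1320 and 1083 at an unadjusted p under 0.05. DESeq2 gave 135 and 73. The lowest p values in Control were those of Arntl (amplitude 1.94, SE 0.162, peak ZT22.9, adjusted p 4.15e-06), Nr1d1 (1.67, SE 0.146, peak ZT6.94, adjusted p 7.79e-06) and Lonrf3 (0.91, SE 0.0941, peak ZT16.8, adjusted p 5.45e-05) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In HepDKO they were those of Nr1d1 (1.81, SE 0.146, peak ZT6.53, adjusted p 3.4e-06), Arntl (1.65, SE 0.159, peak ZT22.5, adjusted p 2.72e-05) and Lonrf3 (0.86, SE 0.0888, peak ZT15.8, adjusted p 5.97e-05) by the same edgeR test. Nr1d2 had an amplitude of 1.22 in Control and 1.18 in HepDKO, with adjusted p values of 0.000352 and 0.000568 by edgeR's quasi-likelihood test.

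**Figure D2:**
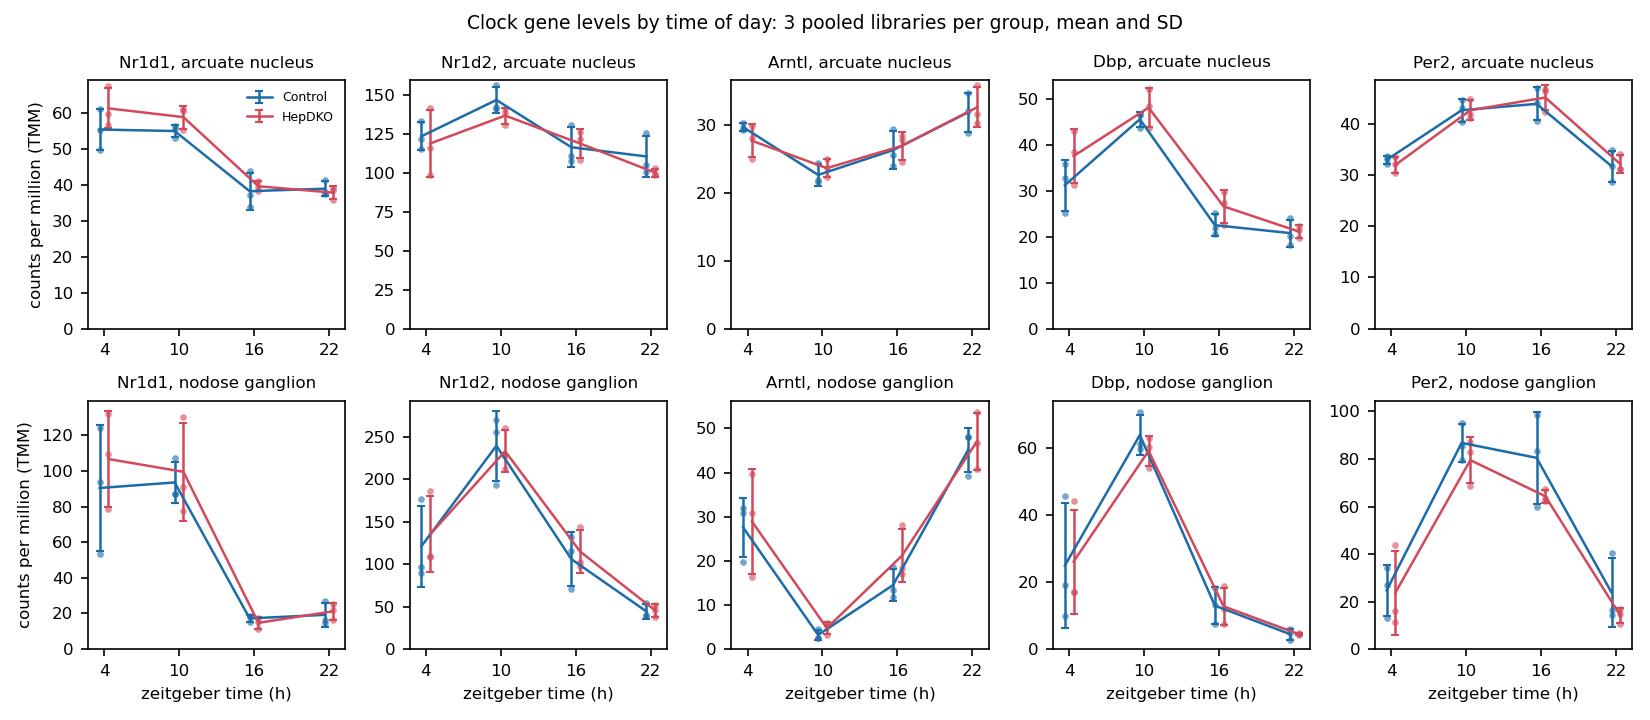
CPM (TMM scaled) of Nr1d1, Nr1d2, Arntl, Dbp and Per2 against zeitgeber time (h) in arcuate and nodose, with points for single pooled libraries, lines for group means and error bars for the SD of 3 libraries. In nodose Control libraries Nr1d1 falls from 93.6 at ZT10 to 17.2 at ZT16, and in arcuate Control libraries from 55.1 to 38.3.

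The rhythm was then compared between genotypes. In arcuate 0 genes differed, with 382 at an unadjusted p under 0.05, and in nodose 0 differed, with 421. DESeq2 gave 1 gene in arcuate. The lowest p values were those of 1700112J16Rik in arcuate (amplitude of the difference 0.87, SE 0.157, adjusted p 0.656) and Ogdhl in nodose (1.44, SE 0.314, adjusted p 0.982) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In arcuate, 20 genes were rhythmic in both genotypes, 22 in Control alone and 41 in HepDKO alone, and 47 of the 63 found in 1 genotype had an unadjusted p under 0.05 in the other. In nodose, 14 were rhythmic in both, 22 in Control alone and 4 in HepDKO alone, and 18 of those 26 had an unadjusted p under 0.05 in the other. Among the 83 arcuate genes rhythmic in either genotype, 13 had an unadjusted p under 0.05 for the difference, and among the 40 nodose genes 7 had one. These genes were selected by the same estimates that form the difference, so the share that chance gives among them is not known. With 0 genes past the threshold for the difference, no single gene was shown to differ after adjustment over all genes. Trpv1 in nodose passed only with p adjusted over its list alone, as given above. Among genes rhythmic in both, the median shift in peak time was 0.583 h in arcuate and 0.415 h in nodose.

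Of the listed clock genes, 19 were tested in arcuate and 18 in nodose. In arcuate 4 were rhythmic in Control and 7 in HepDKO over all genes, and 12 and 13 with p adjusted over the list alone. In nodose these numbers were 12 and 11 over all genes, and 16 and 15 over the list. The smallest unadjusted p for a difference between genotypes in a clock gene rhythm was 0.0619 in arcuate and 0.0751 in nodose, or 0.911 and 0.986 adjusted over the list by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The median log2 ratio of HepDKO to Control amplitude was 0.09 for the 4 clock genes rhythmic in both genotypes in arcuate and 0.06 for the 10 in nodose.

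**Figure D3:**
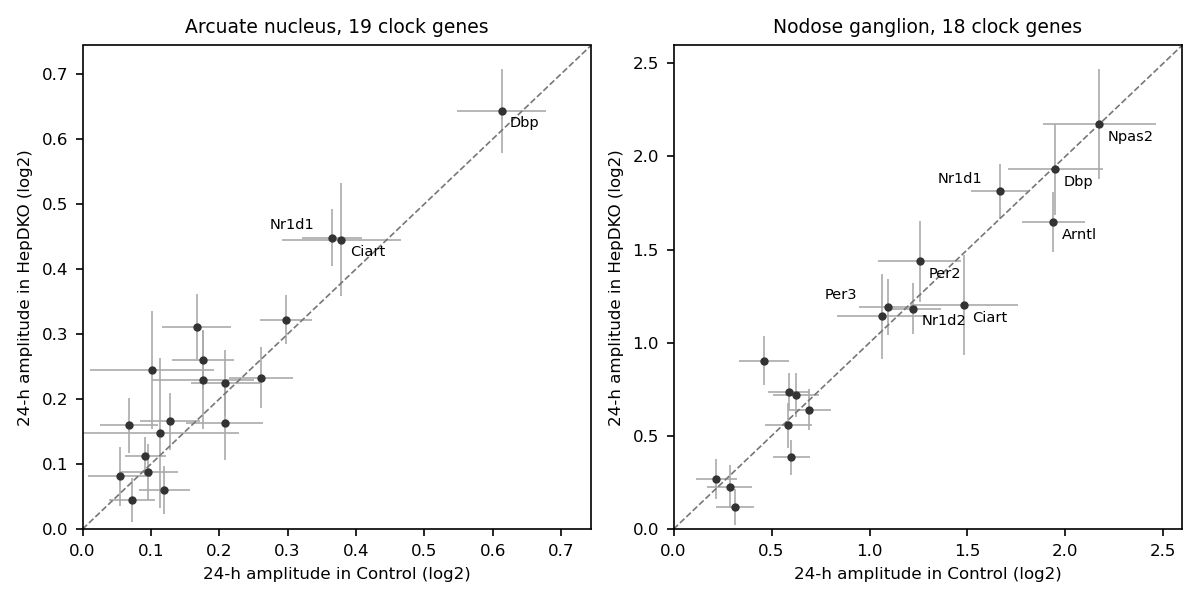
Amplitude (log2) of the 24-h rhythm in HepDKO against that in Control for 19 clock genes in arcuate and 18 in nodose, with error bars for the SE and a dashed line where both are equal. Nr1d1 lies at 0.36 and 0.45 in arcuate and at 1.67 and 1.81 in nodose for Control and HepDKO.

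Averaged over genotypes, 622 genes were rhythmic in arcuate and 198 in nodose. The difference between tissues, a test added after seeing the data, was past the threshold for 54 of 13941 genes, with 1434 at an unadjusted p under 0.05. The amplitude was larger in nodose for 51 of them and smaller for 3. The test covers peak time as well as amplitude, so amplitudes alone do not describe the difference. The 3 with the smaller amplitude, named after their values were seen, were Id2, Dhrs7 and Sdc4. They peaked at ZT0.75, ZT7.24 and ZT13.5 in arcuate and at ZT16.2, ZT18.4 and ZT0.40 in nodose, where none passed for a rhythm. Of 18 clock genes 12 differed, all with the larger amplitude in nodose. The lowest p values were those of Arntl (amplitude 0.24 in arcuate and 1.79 in nodose, adjusted p 6.9e-07), Nr1d1 (0.41 and 1.74, adjusted p 1.72e-06) and Lonrf3 (0.10 and 0.88, adjusted p 3.02e-05), from F tests on edgeR's fits with Benjamini-Hochberg adjustment. The alternatives that moved this count most by ratio were leaving out nodose HepDKO ZT4 replicate 2, which gave 17 genes, and 1 fit over both tissues, which gave 169. Tissue, library preparation and depth differ together here.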

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

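The comparison of rhythms between tissues and the tests of it were chosen after the data were seen, though each test's outcome was not known when it was written. A 24-h rhythm averaged over genotypes differed between arcuate and nodose for 54 of 13941 genes, a difference between groups that was tested directly. When time labels were permuted within tissue, genotype and replicate number, 1 of 100 arrangements, the real one, gave as many genes, and the most in another was 14. At an unadjusted p under 0.05, 5 of 100 gave as many as the 1434 genes of the real one, and another reached 2672. For the muscle and fat share following time of day, 10 of the 12 clock genes past the threshold stayed there with both marker scores as covariates in nodose, where 44 genes passed. For sequencing depth, 10 of the 12 stayed after arcuate counts were thinned to the nodose totals, where 39 genes passed. Neither fully explains the difference. Library preparation coincides with tissue and cannot be separated from it, and the nodose libraries hold mainly transcripts of cells other than neurons. A candidate explanation is that the cell types sampled in nodose have stronger clock gene rhythms than the mixed cells of an arcuate punch, but preparation was not excluded and this remains a hypothesis.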

How the results depend on the processing

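The added settings (marker scores as covariates, leaving out Rn45s, Lars2 and Mir6236, and all settings of the tissue difference in 24-h rhythm) were chosen after the results were seen, and the others before the data were examined. Of 266 single-gene values outside leave-one-out, 258 kept their direction and side of the threshold, 6 passed it and 2 reversed. Of 151 counts, 132 stayed within 1.5 times the main count and 19 did not. The cause was not tested for any of the changes below.

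DESeq2 gave more genes than edgeR in 9 counts. For the overall genotype effect it gave 23 in arcuate and 3 in nodose against 0 in each. At ZT4 in arcuate it gave 21 against 0. For rhythms it gave 108 against 42 in arcuate Control, 380 against 61 in arcuate HepDKO, 135 against 36 in nodose Control and 73 against 18 in nodose HepDKO. For the arcuate difference in rhythm it gave 1 against 0, and for the tissue difference in genotype effect 12 against 0. The main counts of 0 had 1387, 497, 1922, 382 and 827 genes at an unadjusted p under 0.05 for the arcuate and nodose overall effects, arcuate ZT4, the arcuate difference in rhythm and the tissue difference.

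The additive model gave 1 gene for the arcuate overall effect, and a fit to only the 6 libraries gave 4 genes at arcuate ZT10, where the main count was 0 with 377 at an unadjusted p under 0.05. With 1 surrogate variable the counts were 14 for the arcuate HepDKO rhythm, 17 for the nodose Control rhythm and 27 for the tissue difference in rhythm. Fits to only the 12 libraries of the genotype gave 37 and 12 genes for the arcuate HepDKO and nodose Control rhythms. Marker scores as covariates gave 61 genes for the nodose Control rhythm and 38 for HepDKO, and they reversed 2 values: -0.058 for Nr1d1, nodose overall genotype effect, and -0.048 for Nr1d2, nodose overall genotype effect. A fit over both tissues gave 169 genes for the tissue difference in rhythm.

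Across fits that each left out 1 library, the arcuate overall count ran from 0 to 7 (1118 to 2038 at an unadjusted p under 0.05), ZT4 from 0 to 3 (779 to 3446), ZT10 from 0 to 0 (301 to 415), ZT16 from 0 to 0 (380 to 669) and ZT22 from 0 to 5 (485 to 984). The arcuate rhythm count ran from 11 to 57 in Control and from 31 to 312 in HepDKO, and the difference in rhythm from 0 to 0 (315 to 735). In nodose, the overall count ran from 0 to 1 (381 to 842), ZT4 from 0 to 0 (221 to 921), ZT10 from 0 to 1 (176 to 799), ZT16 from 0 to 0 (378 to 1331) and ZT22 from 0 to 0 (407 to 2249). The nodose rhythm count ran from 15 to 35 in Control and from 14 to 26 in HepDKO, and the difference in rhythm from 0 to 0 (319 to 1153). The tissue difference in genotype effect ran from 0 to 8 (734 to 1458) and that in rhythm from 17 to 71. Leaving out 1 library reversed the nodose overall effect of Nr1d1 in some fits (-0.009787 to 0.1254) and that of Nr1d2 in 1 (-0.016 to 0.1546). Of 576 single-gene values in these fits, 564 were the same, 9 passed the threshold and 3 reversed. Those that passed were the arcuate overall effect of Mir6236 in 5 of 24 fits and the tissue difference of Cpne7 in 2 of 48. The nodose overall effect of Pax7 passed in 1 of 24 and the arcuate ZT4 effect of Atp5k in 1 of 6.

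Replicate numbers were tested as a block. Residuals of pools with the same number at the same time had a mean correlation of 0.0225 in arcuate and 0.0893 in nodose. These pools are of different genotypes and so of different animals, and on average the numbers carry little pairing. In nodose the correlation ran from 0.00342 at ZT4 to 0.192 at ZT22. By chi-square per degree of freedom, nodose Control replicates 1 and 2 lay nearer to each other (8.12 to 20.3) than either did to number 3 (24.1 to 63.4) at every time point. The same order held in HepDKO at ZT4 and ZT22, but not at ZT10 or ZT16. Number 3 was also the latest by clock genes in 7 of 8 nodose groups, as described below, so the nodose numbers may not be arbitrary. With the block, 41 and 83 genes had an arcuate rhythm in Control and HepDKO, and 31 and 23 a nodose rhythm.

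Fewer changes could be detected in nodose than in arcuate, and depth and replicate spread were not separated as reasons. On simulated nodose data, 69% of 1.5-fold and 85% of 2-fold changes were recovered for the overall effect, 11% and 54% at ZT4, and 0% and 5% for the difference in rhythm, where the folds are peak over trough.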

Other observations

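The tests of muscle amount, of depth, of a later collection time, of single libraries and of ribosomal RNA were chosen only after the result was seen, and every pattern below was noticed in these data.

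Other splits of the same libraries gave the following numbers, with the real split counted. Genotype labels were exchanged only between pools with the same replicate number and time. For the overall genotype effect, 2 of 100 splits gave as many genes at an unadjusted p under 0.05 in arcuate (1387, against a median of 609 in the others) and 32 of 100 in nodose. With 3 libraries against 3 the share cannot go under 0.05 at single time points. In arcuate, 1 of 4 splits at ZT4, 1 at ZT10, 2 at ZT16 and 3 at ZT22 gave as many, and in nodose 3, 2, 1 and 4. Among all 10 splits of the 6 libraries, which part fewer pairs of the same number, 1, 5, 6 and 8 gave as many in arcuate and 7, 6, 2 and 10 in nodose. For the difference in rhythm, 82 of 100 splits in arcuate and 33 of 100 in nodose gave as many genes at an unadjusted p under 0.05. For the tissue difference in genotype effect, 11 of 40 did. For rhythms, arrangements of the time labels gave as many genes past the adjusted threshold in 1 of 100 for arcuate Control, 2 for arcuate HepDKO, 9 for nodose Control and 1 for nodose HepDKO. The nodose Control count of 36 is therefore not larger than other arrangements give at the 0.05 level, and another arrangement gave 1323. At an unadjusted p under 0.05, the arrangements with as many genes were 1, 2, 22 and 11 of 100 in the same order. On that measure the nodose HepDKO count of 1083 is not larger than other arrangements give either.

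Muscle and adipose transcripts differed among nodose libraries. The first principal component followed the muscle score (Pearson r 0.966), a pattern consistent with muscle and fat tissue collected with the ganglia in differing amounts. The relation of that score with depth rested on 2 libraries (r -0.0469 without them). Genotype (permutation p 0.2) and time of day (permutation p 0.319) did not separate the muscle score, though the adipose score differed with time (permutation p 0.0474). Pax7 followed the muscle score (Pearson r 0.533), but the muscle score differed between genotypes by only 0.49 on the log2 scale. With both marker scores as covariates the value for Pax7, nodose overall genotype effect, was 1.60 against 1.74 without them, so these scores account for little of the difference. Both values rest in part on the low Pax7 counts in Control given above. The scores measure only the listed marker genes, so muscle tissue collected with the ganglia is not excluded. No biological explanation was tested for these.

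Xist was high in 1 library of each tissue, both HepDKO at ZT10. In arcuate replicate 3, the 4 Y-linked genes (Ddx3y, Uty, Kdm5d and Eif2s3y) stood at 85.7% of the median of the other libraries, the lowest of 24, and tissue of a female animal in the pool may explain it. In nodose replicate 2 they stood at 80.5%. HepDKO ZT22 replicate 3, which stood apart from its own replicates, was the 1 other library that was lower. The Y-linked genes alone therefore did not set nodose HepDKO ZT10 replicate 2 apart. Genes that escape X inactivation were at 110% of the median of the others in nodose HepDKO ZT10 replicate 2, the highest of 24, and at 105% in the arcuate library, the second highest. Whether the same animal gave both tissues cannot be tested from pools.

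Time of day was estimated for each library from clock genes of the other libraries. The 2 nodose ZT4 libraries numbered 3 lay 2 and 3 h later than their label. Collection later than the label says was tested by whether both departed more than every other library in either direction: the smaller departure was 2 h, and HepDKO ZT22 replicate 3 departed by -2.5 h, toward an earlier time. That library also stood apart from its replicates across genes, as given above. In the later direction the other nodose libraries reached at most 1.7 h, so a later collection of both is not excluded. Adjusting for the muscle and fat share widened the other departures to 9.7 h, and this test could not decide. Replicate 3 handled later at every time point was tested outside ZT4 (exact permutation p 0.145), and the mean departure did not separate these libraries. Number 3 was still the latest of its group in 7 of the 8 nodose groups, or 5 of the 6 outside ZT4, a count made after the values were seen, so such handling is not excluded. Between genotypes the estimated time did not differ (permutation p 0.823 in arcuate and 0.734 in nodose), so a phase shift after loss of hepatocyte REV-ERBs was not detected.

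The excess of genes at ZT4 in arcuate rested on HepDKO ZT4 replicate 3: without it 779 genes had an unadjusted p under 0.05, against 1183 to 3446 without another library. Its deviation followed transcript length across genes (Spearman rho -0.396, the strongest of 24 libraries, where genes are not independent replicates), which is consistent with a technical difference such as RNA integrity. For neighbouring tissue in the punch, 0 of 5 marker lists deviated most in this library. An effect of genotype at ZT4 cannot be told apart from this library.

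Mir6236 was higher in arcuate HepDKO libraries. Its relation with Rn45s (Pearson r 0.337) could not decide whether ribosomal RNA left in the libraries contributes to it, since r was 0.857 within Control and 0.526 within HepDKO. In nodose the 2 followed each other (Pearson r 0.786, permutation p 9e-05, adjusted 0.000225 over 5 relations; Spearman rho 0.776, permutation p 2e-05, adjusted 5e-05), with r 0.567 without the 2 farthest libraries, 0.764 within Control and 0.83 within HepDKO. The Rn45s share did not differ between genotypes (5.80% in Control and 5.54% in HepDKO, permutation p 0.676), so a differing Rn45s share does not account for the genotype difference. Ttr, in arcuate HepDKO ZT10 replicate 1, was 44.2 CPM and at most 13.5 in the others. For choroid plexus in the punch, 1 of the other 5 choroid plexus genes was highest in that library (Folr1), where most had been required. Clic6 ranked 2 and Aqp1 ranked 4 of 24, so some choroid plexus tissue is not excluded.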
